A study of Drosophila melanogaster with 6 samples.

How the data were processed

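RNA was measured in T4/T5 neurons of Drosophila melanogaster larvae at the end of the third instar, in 3 libraries of cells expressing a hairpin against Drgx and 3 of cells expressing a control hairpin against cherry. Per the labels' protocols, larvae developed at 25 °C, brains were dissociated with papain and Liberase, GFP-positive cells were sorted into lysis buffer, total RNA was extracted with a micro-scale column kit, and libraries were made with SMART-Seq v4. That kit amplifies full-length complementary DNA before library construction, so reads come from the whole transcript and are not tagged by molecule. By the order of the genotypes in the labels, the hairpin transgene against Drgx lies on the second chromosome and that of the control on the third, so the groups also differ in transgene position.

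The authors deposited 1 table of raw counts, with 1 column per library and 1 line per FlyBase feature. The values are whole numbers with a different total in each column. The aligner, the counting program, the genome build, the annotation release and whether counting used strand are not stated. Unstated choices that could change a value are the treatment of reads shared by overlapping genes or by near-identical copies, and whether reads in introns were counted. Every feature carries an identifier, so no line was left out of the library totals. The library sizes behind normalised CPM and the tests were summed over the features kept by the expression filter of each fit.

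Feature identifiers were matched to the Ensembl 115 annotation of BDGP6.54 for symbols, positions and gene types. Of 23932 features, 23851 matched and 81 did not, and these 81 held 0.273% to 0.294% of the counts of a library. Positions are those of BDGP6.54 and were looked up by identifier, since the build behind the counts is not stated. The matched features include 13920 protein-coding genes and 5576 transposable elements.

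Library totals ran from 29587960 to 44054609 counts. A feature at 0 has an upper limit of 3 counts, or 0.0681 to 0.101 CPM depending on the library. These limits cover counting error only, since amplified reads are not independent molecules.

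Features were kept with filterByExpr of edgeR 4.0.16 in R 4.3.3 at its minimum of 10 counts, which left 9932 of 15551 features with any count. Library sizes were scaled with TMM factors, which ran from 0.973 to 1.02. Differences were tested with edgeR's quasi-likelihood F test (glmQLFit and glmQLFTest) on the 6 libraries, with the group as the only term, and adjusted by the Benjamini-Hochberg method over all tested features. The threshold was an adjusted p of 0.05. The common biological coefficient of variation was 0.304 and the median per gene 0.175. Standard errors of log2 fold changes were taken as the absolute fold change divided by the square root of F. Levels are TMM-normalised CPM with the SD over 3 libraries. An exact permutation test of 3 libraries against 3 cannot go below p 0.1, so none is given for single genes. Where all libraries of a group had at most 3 counts, a fold change is given as a bound against that floor.

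Gene lists and the rule for named genes were written before the data were examined. The lists were T4/T5 lineage transcription factors, dpr and DIP genes, beat and side genes, axon guidance and adhesion, progenitor and cell cycle, glia, hemocyte, photoreceptor, stress response and apoptosis. They were written from general knowledge of the fly and not from these libraries. Each list was tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01, and adjusted over the 10 lists. Named genes are Drgx, the 8 largest rises and the 8 largest falls among genes with an adjusted p under 0.05, a mean of at least 50 counts and no overlap between groups, the list members that passed, and panels of transgene and background genes and of neurotransmitter genes. The rule had 196 higher and 380 lower genes to choose from. Other genes named in the text were chosen after their values were seen.

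The alternatives fixed before the data were examined were DESeq2's size factors inside edgeR, library size only, no filter beyond 1 count, at least 10 counts in every library, DESeq2 1.42.0, limma-voom, the replicate number as a block, and leaving out each library in turn. For lists they were also fry, an estimated correlation and a prior count of 0.5. Scripts were tested on simulated data drawn from the real means and library sizes. With 182 tested genes changed 4-fold, edgeR recovered 145 (79.67%) with 10 false calls over 9558 tested genes, and with no change it made 0 calls. DESeq2 recovered 82.42% with 35 false calls and limma-voom 76.92% with 12. A list raised 2-fold was called and 0 unchanged lists were called. Simulated genes were drawn independently, so these lists do not test camera where genes are correlated. A list with members raised and lowered in equal number was not called by camera (adjusted p 0.942), so a list that moves both ways can be missed by that test. fry in its form for changes in either direction found that list (p 2.05e-07). Figures were drawn with matplotlib 3.10.9.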

Results

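The series profiled T4/T5 neurons of Drosophila melanogaster after knockdown of Drgx, a gene for a paired-like homeobox transcription factor. T4/T5 neurons are the direction-selective neurons of the fly optic lobe. They were labelled with a membrane-tethered GFP driven by the R23G12-Gal4 line and sorted from dissociated brains of larvae at the end of the third instar, raised at 25 °C. In the knockdown group the driver also expressed an inverted-repeat hairpin against Drgx, and in the control group it expressed a hairpin against the cherry fluorescent protein. Each group had 3 libraries. The deposited table gave raw counts for 23932 annotated features. The total count was 31716526, 44054609 and 35410692 in control replicates 1, 2 and 3, and 31614704, 29587960 and 37378266 in knockdown replicates 1, 2 and 3. At these totals a feature with no count has an upper limit between 0.0681 and 0.101 per-million counts (CPM), a limit that covers counting error only.

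The mitochondrial large ribosomal RNA took between 12.07% and 15.2% of the counts of a library. No pair of libraries was a duplicate. The chi-square of counts over genes per degree of freedom was 24.3 to 45.29 within groups and 92.46 to 120.3 between groups. Across genes, which are not independent replicates, Pearson's r of log2 CPM was 0.952 to 0.968 within groups and 0.928 to 0.949 between groups. The first principal component held 38.26% of the variance and separated the groups, with control libraries at −46.7 to −35.17 and knockdown libraries at 27.49 to 61.07. The second held 20.87% and set knockdown replicate 2, at 50.62, apart from knockdown replicates 1 and 3, at −35.49 and −39.09. Knockdown replicate 2 had no count for 325 of the 9932 tested features, against 118 to 171 in the other libraries. The labels give no sequencing or sorting batch, so none could be examined.

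The first question was whether the target fell in every knockdown library. Drgx (FBgn0085369) is annotated in BDGP6.54 on chromosome arm 2L from 3662745 to 3692114. Its level was 2110, 2156 and 2160 CPM in the control libraries and 729, 728.7 and 663.4 CPM in the knockdown libraries. The mean was 2142 ± 27.6 CPM (SD, n = 3) in control and 707 ± 37.8 CPM (SD, n = 3) in knockdown, or 33.01% of control. The log2 fold change was −1.60 (SE 0.0512), with an edgeR adjusted p of 7.29e-08. The alternative that moved it most among fits on all 6 libraries was scaling to library size only, at −1.57. Counts per gene do not separate reads of the messenger RNA from reads of the hairpin transcript.

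**Figure D1:**
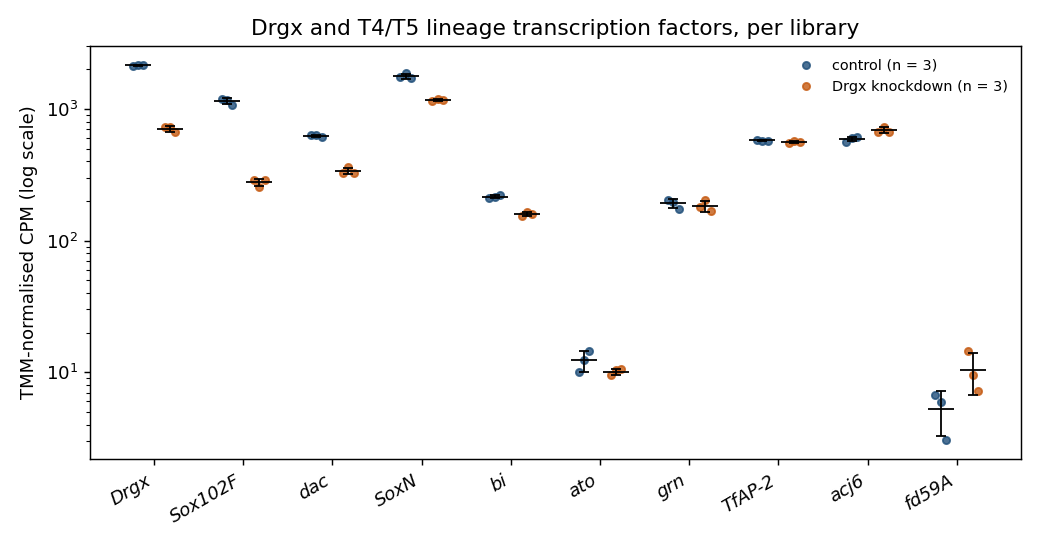
TMM-normalised CPM, on a log scale, of Drgx and the 9 genes of the T4/T5 transcription factor list in each of the 3 control (blue) and 3 knockdown (orange) libraries, with bars at the mean and SD of each group. Drgx, Sox102F, dac, SoxN and bi lie lower in all knockdown libraries than in all control libraries. TfAP-2 does too, by a small margin and without passing the threshold, while the groups overlap for ato and grn. acj6 and fd59A lie higher in all knockdown libraries, without passing the threshold over all genes.

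The main comparison asked which genes changed when Drgx was knocked down. Of 9932 tested features, 617 (6.21%) had an edgeR adjusted p under 0.05, and 1630 had an unadjusted p under 0.05. Of the 617, 209 were higher and 408 lower in knockdown, so that 66.1% were lower. At least a 2-fold change was seen in 297 of them, 105 higher and 192 lower. DESeq2 moved the count most, to 952, with 381 higher and 571 lower. Among all tested features, 2318 (23.3%) had knockdown and control values that did not overlap, where chance gives 10%, and all 617 calls were among them. Of the calls, 575 were annotated as protein coding and 19 as transposable elements, out of 8538 and 764 tested. The median log2 fold change over all tested features was 2.7e-05 with TMM and stayed within 0.0281 of 0 under the other scalings.

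**Figure D2:**
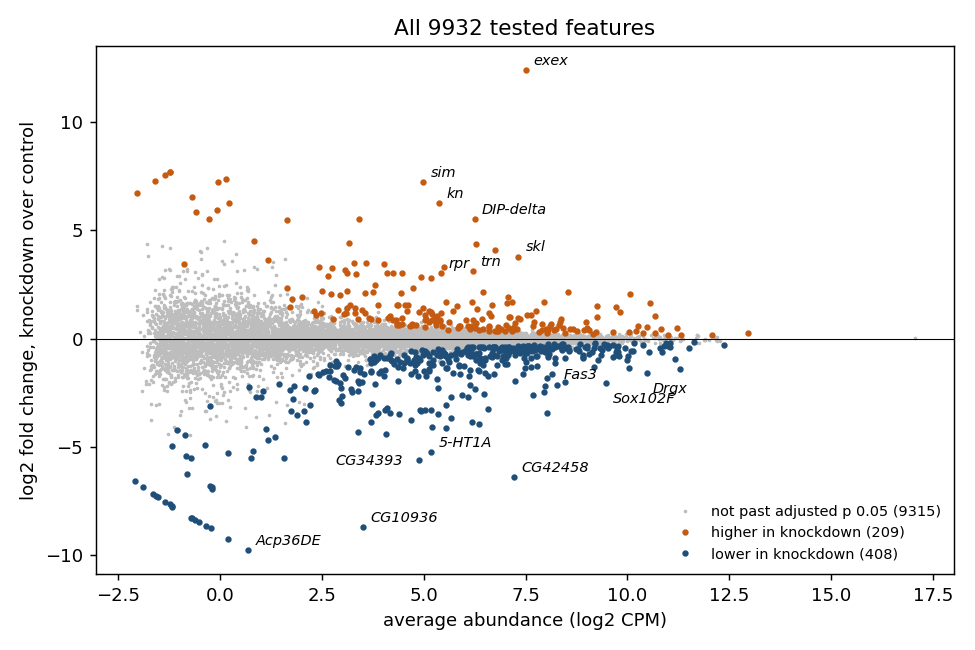
Log2 fold change of knockdown over control against average abundance in log2 CPM for the 9932 tested features. Orange points are the 209 features higher and blue points the 408 lower in knockdown with an adjusted p under 0.05, and the named genes are labelled. The diagonal strings of points at low abundance are features with counts near 0 in one group, whose fitted fold changes depend on the prior count.

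The largest rise under the fixed rule was that of exex (FBgn0041156, 3L, 7948186 to 7951563), a homeobox gene. It had 0, 0 and 7 counts in the control libraries and 11605, 10440 and 14475 counts in the knockdown libraries. Its mean went from 0.0677 ± 0.117 CPM to 365.7 ± 15.2 CPM (SD, n = 3 each). The edgeR adjusted p was 2.18e-08, and its fitted log2 fold change of 12.41 ranged from 11.71 to 16.64 when 1 library was left out. The transcription factor genes sim (FBgn0004666, 3R, 13057755 to 13078124) and kn (FBgn0001319, 2R, 14772650 to 14807061) followed. sim rose from 0.407 ± 0.291 to 62.95 ± 6.50 CPM, with a log2 fold change of 7.23 (SE 0.353, adjusted p 9.40e-07). kn rose from 1.05 ± 0.406 to 82.24 ± 15.5 CPM, with a log2 fold change of 6.25 (SE 0.266, adjusted p 3.38e-07). The cell-surface gene DIP-delta (FBgn0085420, 3L, 5424109 to 5442399) rose from 2.12, 3.45 and 4.09 CPM in the control libraries to 148.6 ± 10.6 CPM, with a log2 fold change of 5.52 (SE 0.205, adjusted p 1.68e-07). The rest of the 8 largest rises were crb at 5.50, DIP-beta at 5.48, Ppn at 4.50 and CG1504 at 4.42 on the log2 scale. Their knockdown means were 20.54, 6.05, 3.33 and 17.13 CPM. When 1 library was left out, DIP-beta ran from 4.84 to 8.47 and crb from 4.88 to 6.32. Ppn ran from 4.05 to 5.18 and CG1504 from 3.94 to 5.12.

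Among the largest falls, CG42458 (FBgn0259935, 3L, 7423827 to 7454717) was the most abundant. It went from 294.7 ± 3.03 CPM to 3.48 ± 1.03 CPM (SD, n = 3 each), a log2 fold change of −6.39 (SE 0.176, adjusted p 3.21e-08). CG34393 (FBgn0085422, 2L, 3175112 to 3200496) went from 57.38 ± 5.77 to 1.21 ± 0.270 CPM, a log2 fold change of −5.58 (SE 0.200, adjusted p 1.48e-07). The serotonin receptor gene 5-HT1A (FBgn0004168, 2R, 19067155 to 19121958) went from 70.82 ± 3.31 to 1.88 ± 0.583 CPM, a log2 fold change of −5.25 (SE 0.212, adjusted p 2.43e-07). CG10936 (FBgn0034253, 2R, 17604951 to 17639138) went from 22.52 ± 5.63 to 0.0456 ± 0.0545 CPM, with 1, 0 and 4 counts left in the knockdown libraries. Acp36DE had 5.12, 1.29 and 2.96 CPM in the control libraries and 0 counts in every knockdown library, at least 34.2-fold lower, and it lies within the span of Fas3, itself lower. CG15803, out and CG14086 completed the 8 falls at −5.53, −5.49 and −5.20. out and CG14086 had control means of 3.13 and 3.29 CPM and lost significance with limma-voom, at adjusted p 0.078 and 0.0723. CG14086 also lost it in 5 of the 6 fits that each left out 1 library (adjusted p 0.0563 to 0.16 in those), and out in 3.

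Whether the neurons kept the transcription factors of their lineage was examined with a list of 9 genes fixed before the data were examined. Sox102F (FBgn0039938, 4, 800436 to 834393) fell from 1150 ± 67.4 to 276.8 ± 17.6 CPM, a log2 fold change of −2.05 (SE 0.0687, adjusted p 8.89e-08). It shares 235 bp of exon with an annotated transposable element. dac changed by −0.88 (SE 0.0594, adjusted p 1.02e-05), SoxN by −0.60 (SE 0.0477, adjusted p 3.24e-05) and bi by −0.44 (SE 0.0667, adjusted p 0.00269). The other members did not pass the threshold over all genes. acj6 was at 0.22 (adjusted p 0.071), TfAP-2 at −0.04, grn at −0.07, ato at −0.29 and fd59A at 0.99 (adjusted p 0.177). TfAP-2 and grn had standard errors of 0.0491 and 0.0935. So 4 of 9 passed over all genes tested and 6 of 9 when adjusted over the list alone. The members added by the list-alone adjustment, acj6 and fd59A, were higher in knockdown. The list as a whole ranked lower by camera in limma, with a median log2 fold change of −0.27 and an adjusted p of 0.016 over 10 lists, which became 0.061 without knockdown replicate 1. Of the lists named from here on, the ones that passed camera were dpr and DIP, glia, stress response and apoptosis. Under fry the transcription factor, dpr and DIP, glia and apoptosis lists held, at adjusted p from 9.56e-05 to 0.0484, and stress response did not, at 0.0967. With the correlation between genes estimated from the libraries no list held, at adjusted p from 0.249 to 0.891.

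Cell-surface genes of the dpr and DIP families, which encode interacting immunoglobulin proteins, were the next list. Of 32 tested, 15 passed over all genes tested and 19 when adjusted over the list alone. Besides DIP-delta and DIP-beta, DIP-eta rose from 135.9 ± 10.6 to 607 ± 19.2 CPM (log2 fold change 2.16, SE 0.0731, adjusted p 9.19e-08), dpr6 rose by 3.04 and dpr18 by 1.26. DIP-epsilon fell from 171.4 ± 10.5 to 18.08 ± 1.46 CPM (−3.25, SE 0.104, adjusted p 7.29e-08) and dpr9 from 476.8 ± 40.7 to 43.48 ± 10.3 CPM (−3.45, SE 0.161, adjusted p 6.86e-07). The 8 other falls ran from −3.86 for dpr15, which had a control mean of 7.99 CPM, to −0.82 for dpr4. dpr15 lost significance in 4 of the 6 fits that left out 1 library, at −3.45 without control replicate 1 (adjusted p 0.0927). The list had a median log2 fold change of −0.17 and a camera adjusted p of 0.0445. That p rose above 0.05 whichever library was left out, to between 0.0573 and 0.17. With at least 10 counts in every library the median was −0.64 and the camera adjusted p 0.0043.

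Of 21 tested beat and side genes, 12 passed over all genes and 14 when adjusted over the list alone, 6 of the 12 in each direction. beat-IIa, the most abundant, fell from 3000 ± 132 to 1584 ± 16.7 CPM (−0.92, SE 0.0439, adjusted p 7.96e-07). beat-VI rose by 3.30, beat-IIIc by 3.04 and side-IV by 2.20, and side-II and beat-IV changed by −1.87 and −1.57. The list had no common direction, with a median of 0.05 and a camera adjusted p of 0.894, and passed fry for changes in either direction (adjusted p 2.58e-06). Of 34 axon guidance and adhesion genes, 20 passed over all genes, 7 higher and 13 lower, and 25 passed when adjusted over the list alone. Fas3 fell from 499.3 ± 11.1 to 114.1 ± 3.65 CPM (−2.13, SE 0.0622, adjusted p 4.56e-08), and Dscam4 changed by −2.61 and CadN2 by −1.97. trn rose from 15.19 ± 5.57 to 132.4 ± 2.40 CPM (3.12, SE 0.221, adjusted p 1.42e-05), NetA by 2.32 and caps by 2.15. The list had a median of −0.12 and a camera adjusted p of 0.0919, and for changes in either direction its fry adjusted p was 2.58e-06. Of the called members of these families, side-IV, robo2, Lar, dpr4, Ten-a, Ten-m and unc-5 share 227 to 8637 bp of exon with other annotated genes and Dscam4 shares 146 bp with a transposable element, and whether the counting used strand is not stated, so their values are uncertain to that extent.

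**Figure D3:**
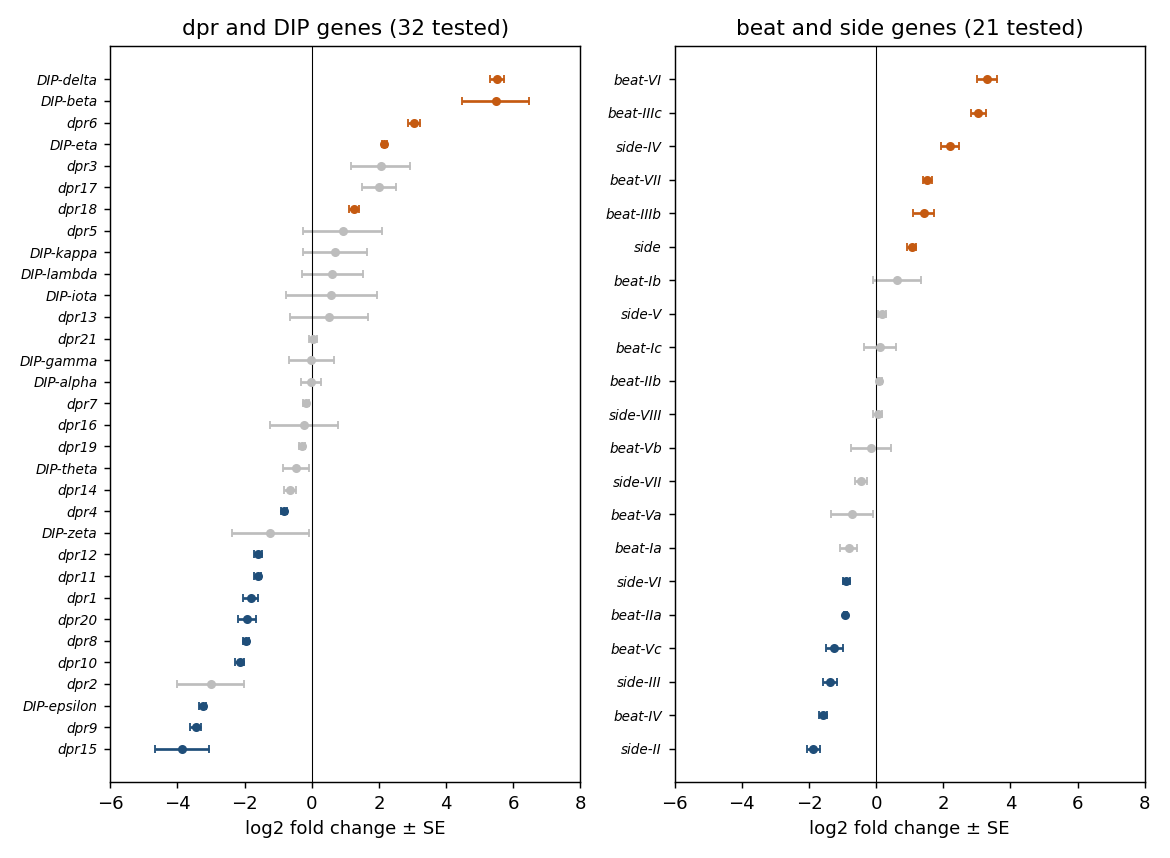
Log2 fold change of knockdown over control, with bars for the standard error, of the 32 tested dpr and DIP genes (left) and the 21 tested beat and side genes (right). Orange and blue mark genes with an adjusted p under 0.05 that were higher and lower, and grey marks the rest. Called members of both families went in both directions under each scaling.

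Counts of called members were compared with 10000 random lists of the same size matched on mean expression and on the genomic span of the gene, a comparison chosen after the lists had been tested. The matched lists held a mean of 5.12 calls for dpr and DIP, 5.16 for beat and side and 11.2 for guidance, against the 15, 12 and 20 observed. The shares of random lists with as many calls were 1e-04, 2e-04 and 5e-04, where 1e-04 is the smallest that 10000 lists can give. For the transcription factor list the share was 0.0999 and for apoptosis 0.0038.

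Cell death genes were also fixed as a list. The 4 neighbouring genes skl, rpr, grim and hid on 3L, whose products oppose the inhibitor of apoptosis Diap1, did not move together. skl (FBgn0036786) rose from 21.72 ± 1.07 to 299.1 ± 22.4 CPM, a log2 fold change of 3.78 (SE 0.0919, adjusted p 2.18e-08). rpr (FBgn0011706) rose from 9.46 ± 3.04 to 76.18 ± 11.6 CPM, a log2 fold change of 3.01 (SE 0.224, adjusted p 1.98e-05). grim (FBgn0015946) rose from 4.19 ± 0.570 to 23.72 ± 2.02 CPM, a log2 fold change of 2.50 (SE 0.187, adjusted p 2.02e-05), and 1290 bp of its exons are shared with noncoding genes. hid (FBgn0003997) fell from 37.81 ± 3.20 to 18.6 ± 4.42 CPM, a log2 fold change of −1.02 (SE 0.182, adjusted p 0.00766). Diap1, Dronc, Drice, puc and egr did not pass over all genes, with log2 fold changes from −0.03 to 0.25. The count was 4 of 9 over all genes and 5 of 9 adjusted over the list alone, and the camera adjusted p was 0.00758 (median 0.11, higher).

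**Figure D4:**
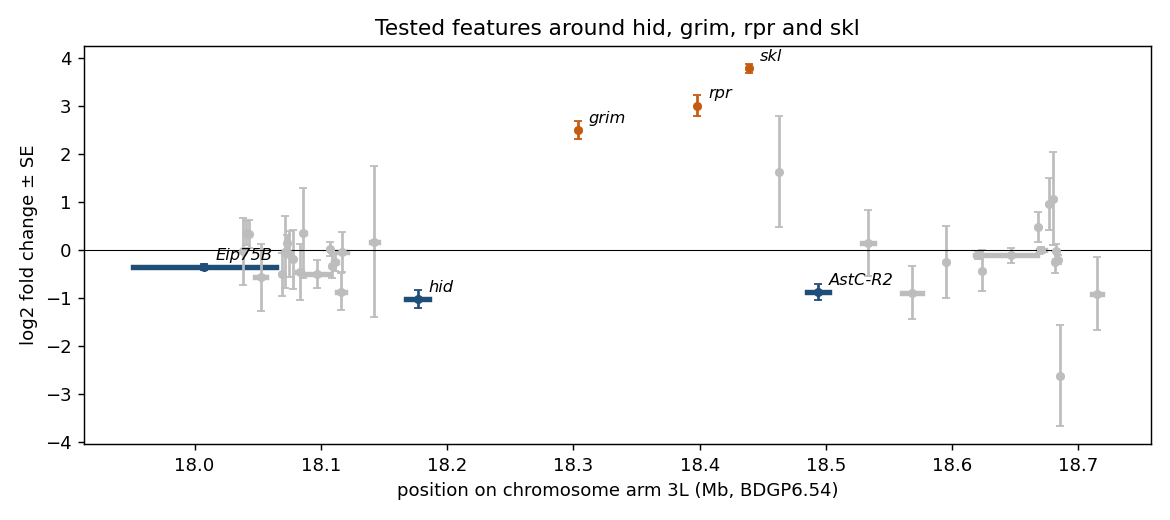
Log2 fold change with standard error of each tested feature within 300 kb of hid, grim, rpr and skl, against position on chromosome arm 3L in BDGP6.54, with horizontal bars for the span of each feature. Orange and blue mark features higher and lower with an adjusted p under 0.05. grim, rpr and skl are higher, and hid, Eip75B and AstC-R2 are lower.

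Lists for other cells and states held fewer called genes, 0 to 3 each. No progenitor and cell cycle gene passed over all genes (0 of 13, 4 at an unadjusted p under 0.05, 0 adjusted over the list alone), and the camera adjusted p was 0.714. Of 9 glial genes, Gs2 passed, rising by 0.75 (adjusted p 0.0104), and 2 passed adjusted over the list alone. The glial list had a median of 0.40 and a camera adjusted p of 0.029, above 0.05 without control replicate 1 (0.146) or knockdown replicates 1 (0.061) or 2 (0.0573), while repo was at 0.01 (SE 0.251). Of 4 tested hemocyte genes, Ppn passed over all genes and over the list alone, at 3.33 CPM in knockdown, with a camera adjusted p of 0.69. None of 4 photoreceptor genes passed over all genes, over the list alone or at an unadjusted p under 0.05 (0 of 4 each), with a camera adjusted p of 0.69. Of 15 stress response genes, Hsp26 rose by 0.46 (adjusted p 8.51e-04), Hsp68 by 0.55 (0.00781) and Hsp70Bc by 0.95 (0.00839), a gene whose near-identical copies share reads, so that its value is uncertain. The stress list had 4 calls adjusted over the list alone, Hsp26, Hsp68, Hsp70Bc and kay. kay was lower, at −0.48 (edgeR unadjusted p 0.00541), and so was Hsp70Ba, at −0.56 (0.0242). The list had a median of 0.32 and a camera adjusted p of 0.0445. That camera p was above 0.05 in 5 of the 6 fits that left out 1 library (0.0573 to 0.159). By fry for changes in either direction, the adjusted p was 0.0135 for progenitor and cell cycle, 2.71e-04 for glia, 0.00182 for hemocyte, 0.577 for photoreceptor and 1.83e-04 for stress response. This form compares each list with no change and not with other genes, so a few changed members are enough for a small p.

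None of the 8 tested neurotransmitter genes passed the threshold over all genes, and 3 (VGAT, VAChT and Tdc2) had an unadjusted p under 0.05. VAChT was at 296.3 ± 21.6 CPM in control and 254.6 ± 14.5 in knockdown (log2 fold change −0.22, adjusted p 0.158). ChAT was at −0.09, and the 2 genes share 606 bp of exon, so their values are uncertain to that extent. VGAT was at −0.33 (adjusted p 0.148). Gad1, VGlut, Vmat, Tdc2 and Trhn had group means of at most 15.57 CPM, and none of them passed. Vmat, Trhn and VGlut share 39 to 2129 bp of exon with other genes. ple was below the expression filter. Of genes linked to transgenes and background, v fell from 31.9 ± 1.81 to 12.56 ± 1.28 CPM (−1.35, adjusted p 2.89e-04) and Mocs1 from 39.16 ± 2.64 to 12.62 ± 3.12 CPM (−1.63, adjusted p 4.75e-04). Mocs1 shares 57 bp of exon with Pfdn2. w, which lies within the span of kirre, rose by 0.76 (adjusted p 0.00557). roX2 changed by −0.50 (adjusted p 0.00938, or 0.0595 without control replicate 2) and roX1 by −0.15 (adjusted p 0.0305), and roX1 did not pass with scaling to library size only (−0.12, adjusted p 0.138), with no filter (0.0876) or with at least 10 counts in every library (0.0576), nor in 4 of the 6 fits that left out 1 library (0.0595 to 0.116). Msp300 was at 0.74 (adjusted p 0.0498) and did not pass with DESeq2 (0.0648), with library size only (0.061) or in 4 of the 6 fits that left out 1 library (0.143 to 0.206). tio was at 1.58 (adjusted p 0.125), y at 0.22 (0.206) and ND-13A at 0.10 (0.782). tio passed with DESeq2 (adjusted p 0.034) and without knockdown replicate 3 (0.00997). roX1, Msp300, tio and ND-13A share 118 to 883 bp of exon with other annotated features.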

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

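No test in this part was chosen after its result was seen. Of 91 named genes with a value, 80 passed the threshold. This count was largely set by the naming rule, since all except Drgx and the panel genes were named for passing. Of the 80, 74 passed in every fit on all 6 libraries in which they were tested. In every fit that left out 1 library 68 passed, and all 80 kept their direction in every fit. Drgx ran from −1.63 to −1.56 across the 6 fits that each left out 1 library and passed in each of them. In every fit listed here, no gene called in both that fit and the original one changed direction.

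The count of 617 calls stayed between 601 and 690 with DESeq2's size factors in edgeR, library size only, no filter, at least 10 counts in every library and limma-voom. DESeq2 gave 952 calls, 381 of them higher, and 614 of its calls were among the 617. On simulated data DESeq2 made 35 false calls where edgeR made 10, and the cause of the larger count on the real libraries was not tested. Library size only put the share of lower calls at 62.4% and DESeq2 at 60%, against 66.1%. Leaving out 1 library gave 399 to 556 calls, 146 to 188 higher and 253 to 368 lower, and 227 to 289 with at least a 2-fold change. The lowest total, 399, came without control replicate 2, the deepest library. These fits have fewer samples.

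The replicate numbers did not pair the libraries. The correlation of deviations from the group means was 0.025, −0.017 and −0.059 for replicates 1, 2 and 3. With the number as a block, 556 genes were called, 520 of them among the 617. The lists of T4/T5 transcription factors (median −0.269, adjusted p 0.0676), dpr and DIP (−0.168, 0.101), glia (0.404, 0.0676) and stress response (0.324, 0.0676) did not pass under the block, and among named genes beat-IIIb did not (1.34, adjusted p 0.0684). The block changed no other call of a named gene or list.

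With an estimated correlation, the medians of the 5 lists that had passed were the same by construction: −0.269 for transcription factors, −0.168 for dpr and DIP, 0.404 for glia, 0.324 for stress response and 0.108 for apoptosis, with adjusted p of 0.309, 0.295, 0.309, 0.519 and 0.249. Under fry the guidance list passed (median −0.123, adjusted p 0.00472) and stress response did not (0.324, 0.0967). The cause of these differences was not tested. With at least 10 counts in every library the dpr and DIP median was −0.638 (camera adjusted p 0.0043). With a prior count of 0.5 it was −0.283 (0.0417). By camera the hemocyte list was higher in the original fit, although its median was −0.334. This direction reversed with at least 10 counts in every library (median −0.333, adjusted p 0.736), a filter that removes Ppn.

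Across the 6 fits that each left out 1 library, list medians ran from −0.411 to −0.146 for transcription factors, −0.477 to −0.166 for dpr and DIP, 0.261 to 0.498 for glia and 0.072 to 0.471 for stress response. The beat and side direction by camera reversed without control replicate 1 (0.0965) and without knockdown replicate 1 (0.0521), at adjusted p 0.955 and 0.956, with a range from −0.246 to 0.112. VGlut, at −0.32, ran from −0.757 to 0.0743, the latter without control replicate 1, and passed in none of these fits. Dscam3 lost its call with library size only (−0.29, adjusted p 0.0578) and without control replicates 1 or 2 (0.0726 and 0.0809). beat-IIIb lost its call with a replicate block (0.0684) and in 5 of these 6 fits (0.0629 to 0.122), beat-Vc in 3 (0.073 to 0.0844), Fas2 in 2 (0.0538 and 0.0595) and Hsp68 in 1 (0.0523). Gs2 lost its call without control replicates 1 or 3 or knockdown replicate 1 (adjusted p 0.0527 to 0.0578), so the glial list had 0 or 1 calls.

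Low counts limit the fold changes of genes near 0 in a group. The fall of CG14086 ran from −9.89 to −4.58 and that of out from −9.75 to −4.72 across the fits that left out 1 library.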

Other observations

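The counts over other splits, the comparison of scalings, the count of neighbouring calls and the depth of knockdown replicate 2 were planned as tests before their results were seen, and all other tests in this part were chosen only after the result was seen. The 6 libraries can be split into 3 and 3 in 10 ways. Only the real split, 1 of the 10, gave 617 genes with an adjusted p under 0.05, and likewise 1 of 10 gave as many higher genes, as many lower genes and as many genes with at least a 2-fold change. The other 9 splits gave 0 calls each, with 200 to 472 genes at an unadjusted p under 0.05, against 1630 in the real split. For lists, the number of the 10 splits with a camera p at least as small, the real one included, was 1 for T4/T5 transcription factors, dpr and DIP, guidance and apoptosis, 2 for glia, 3 for stress response and for photoreceptor, 6 for progenitor and for hemocyte and 8 for beat and side. With 10 splits the share cannot fall below 0.1, so the splits alone cannot exclude a random grouping.

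Genes inside other genes moved with their hosts. Of the tested features that lie within the span of a gene called with at least a 2-fold change, 75 moved in the direction of that gene, or 73.5% of them (exact 95% confidence interval 63.9% to 81.8%, treating the features as independent, which those in one host are not). Of the 19 that were called themselves, 18 moved with the host. The median log2 fold change was −1.30 inside hosts at least 2-fold lower and 1.29 inside hosts at least 2-fold higher. Examples are Acp36DE, a seminal fluid protein gene inside Fas3, which went from a mean of 3.12 to 0 CPM, Ir56a inside 5-HT1A, from 1.43 to 0 CPM, and Nepl5 and Nepl6 inside DIP-epsilon. The pattern is consistent with reads from introns of the host being counted for the nested gene. Such calls may then say nothing about the nested gene itself. A shared regulatory change of neighbouring genes stays open. w went the other way, rising by 0.76 inside kirre, which changed by −1.26. It belongs to the panel of transgene and background genes, and transgene sequence was not analysed. Its rise therefore says little about intron reads of kirre. Among nested genes that did not fall with a strongly lower host were Rac2 inside CG42458 (0.25 against −6.39) and esc inside Pde1c (−0.04 against −4.06). Acp36DE fell at least 34.2-fold, further than the 4.38-fold fall of Fas3. An equal loss of intron reads would not by itself give its 0 counts.

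The same reading applies to chromosome 4, where 4 transposable elements inside Sox102F were called out of 8 tested. The median log2 fold change of the 8 was −2.34 (range −3.81 to −1.79), next to −2.05 for Sox102F. Of 194 elements elsewhere on chromosome 4, 1 was called and the median was −0.11. A candidate explanation is that these 4 calls are reads of Sox102F transcripts, and repeat activity is not needed for them. The exception outside, a Tc1-2 element, lies in fuss and was lower, at −1.96, while fuss was at 1.08 (adjusted p 0.0909).

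Drgx itself holds 4 tested genes, Sfp24Ba to Sfp24Bd, in its introns. They did not fall with Drgx. Their median log2 fold change was 0.40, from 0.20 to 0.64 with standard errors up to 0.35, and 0 of 4 were called (none of the 4 had an unadjusted p under 0.05). If their 3.94 to 6.74 CPM in control were intron reads of Drgx, less transcription of Drgx could not be the main route of its fall to 33.01%, and loss of spliced messenger RNA by interference would be the remaining route. The counts do not show whether these reads are intron reads of Drgx or reads of the 4 genes, so the routes cannot be told apart.

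exex, sim and kn were near 0 in control and had means of 365.7, 62.95 and 82.24 CPM over the 3 knockdown libraries. Every knockdown library held at least 355.6, 57.66 and 70.63 CPM of them. Cells of another type sorted only in knockdown could bring such genes. Of the 23 tested members of the glia, hemocyte and photoreceptor lists and of the transmitter panel without the cholinergic genes, 2 were called and higher, Gs2 of glia and Ppn of hemocytes. At an unadjusted p under 0.05, 6 were higher (Gs2, wrapper, alrm, Eaat1, Ppn and Tdc2) and 1, VGAT, was lower. The glial list was higher by camera (adjusted p 0.029), while repo was at 0.01. The largest rise in level was 20.9 CPM, for Eaat1. Some more glial RNA in the knockdown pools thus stays open. The 9 glial genes already had counts in control, such as Eaat1 at 67.83 CPM, and changed by −0.63 to 0.75. exex, sim and kn changed by 12.41, 7.23 and 6.25 from control means of 0.0677, 0.407 and 1.05 CPM. This argues against more of the glia already present in control as the source of these 3 genes. Glia of a kind absent from control are not covered. A cholinergic cell type would add transmitter genes that T4/T5 neurons also express. Cells other than the glia already present in control therefore cannot be told apart from a change inside T4/T5 neurons with these values. A direct or indirect loss of repression by Drgx is the biological explanation the design names, and it was not tested.

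Sox102F, dac, SoxN and bi were called lower while TfAP-2, grn and acj6 were not called. TfAP-2 was lower in all knockdown libraries, but only by −0.04. The log2 fold changes of the 7 list members with at least 100 CPM spanned 2.27, from −2.05 to 0.22, with standard errors of at most 0.0935. A lower share of T4/T5 neurons, replaced by cells without these transcripts, would lower all members alike. This spread argues against that form of dilution as the whole cause. Dilution by cells that express some of the members could give unequal changes and is not excluded. Loss of a subset of T4 or T5 subtypes, or a change of expression within cells, may each give such a spread, and bulk counts do not separate them.

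rpr, grim and skl rose and hid, in the same 3L region, changed by −1.02. Of 37 tested features within 300 kb other than rpr, grim and skl, 3 were called, all lower and hid among them, and the median was −0.11. This argues against a change along the whole region. A stress response of the sorted cells is another candidate cause. The 15 tested stress genes had a median log2 fold change of 0.24 in the edgeR fit and of 0.324 in the log2 CPM values used for camera (adjusted p 0.0445, fry 0.0967). The 5 with at least 100 CPM in control had a median of 0.081 in the edgeR fit. Hsp68, which rose from 92.2 to 134.7 CPM (0.55), is just outside these 5. The highest stress gene reached 0.95, against 2.50 for the lowest of the 3 death genes. puc and egr, of the JNK pathway, were at 0.10 and 0.25 and were not called. The stress genes kay and Hsp70Ba went the other way, at −0.48 and −0.56, and did not pass over all genes. The rise of the list, with Hsp26, Hsp68 and Hsp70Bc called, keeps a stress difference open. A role of stress in the rise of rpr, grim and skl thus cannot be told apart from a program downstream of Drgx.

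Called genes were long. With 5 groups of protein-coding genes by genomic span at equal expression (median log2 CPM 4.76 in each), 19.5% were called in the longest group (median span 20.4 kb) and 1.65% in the shortest (1.01 kb). Higher counts of long genes are thereby excluded as the whole cause. Groups by span were also made at equal expression and near-equal exon length (summed over all annotated exons of a gene). Of these, 15.5% were called in the longest group and 2.71% in the shortest. Median exon length was 2.3 kb and 1.93 kb in these groups, so it was close but not equal. The shares that were higher were 5.47% and 1.12%, and the shares that were lower 10% and 1.59%. By exon length at equal expression, the shares called were 15% and 1.71%, so exon length and span both go with the calls. Groups 3, 4 and 5 by span had median exon lengths of 2.29, 2.29 and 2.3 kb, and 5.27%, 7.36% and 15.5% were called. A library bias against long transcripts in one group would act by transcript length and one way. The rise with span at near-equal exon length, in both directions, argues against such a bias as the whole cause. A smaller bias stays open, since exon length is only a stand-in for the expressed transcript. The dpr and DIP, beat and side and guidance families still stood out from lists matched on expression and span, with at most a share of 5e-04 of 10000 random lists holding as many calls. Long genes in neurons may be the cell-type-specific ones, a hypothesis not tested here. The excess of lower over higher calls kept its direction with library size only, at 62.4% lower, so the TMM scaling is not its cause.

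v and Mocs1 were lower in knockdown. The control hairpin sits on the third chromosome per the labels, and transgene insertions often carry a marker gene. A transgene in the control that raises v from its marker and genes at its insertion site would give this pattern. Within 10 kb of Mocs1, 1 of 8 other tested genes was called. That gene, CG6310, lies next to Mocs1 and was also lower, at −1.31 (adjusted p 0.00168). CG43901, the tested gene next to v on the X chromosome, was lower too, at −0.47 (adjusted p 0.0151), which a marker copy of v elsewhere would not by itself predict. Transgene sequence was not analysed here and the insertion site is not in the labels, so this explanation may hold but cannot be told apart from an effect of Drgx on these genes. roX1 and roX2 are made in males. They changed by −0.15 and −0.50, a difference of 0.35 (standard error 0.098, taking the errors of the 2 genes as independent). Fewer male larvae in the pools would lower both alike. The log2 ratio of roX2 to roX1 was −2.95, −2.68 and −2.61 in the control libraries. It was −3.21, −2.98 and −3.08 in the knockdown libraries, so the groups did not overlap but came close. The unequal change argues, only weakly given this spread, against fewer males as the whole cause.

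Called genes were often neighbours. Among 8525 protein-coding genes in chromosome order, 49 adjacent pairs were called in one direction, against a mean of 22.7 and a maximum of 41 in 10000 shuffles of the calls among genes of like expression and span (share 1e-04, the smallest they can give). Among the 5134 genes that overlap no other tested gene the count was 35, against a mean of 17 and a maximum of 33. Nested genes are therefore not the whole source. Linked differences in genetic background between the crosses may give such pairs. Tandem paralogs under shared regulation, such as trn and caps or salr and salm, would as well, and the design, with 1 cross per group, does not separate these. Calls were spread over the arms, from 5.75% of tested protein-coding genes on X to 7.89% on chromosome 4, where all 6 calls of 76 genes were lower.

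Knockdown replicate 2 had no count for 325 tested features. At an equal depth of 29587960 counts, at most 174 features were at 0 in any other library. Lower depth is therefore not the cause. Fewer sorted cells or less input RNA may be, and the labels give neither. Leaving this library out gave 556 calls, 492 of them among the 617.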
